A study of Schizosaccharomyces pombe and Escherichia coli with 17 samples.

How the data were processed

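The study followed a library of mutated *rap1* fragments in fission yeast (*Schizosaccharomyces pombe*). Rap1 is a protein of the telomere, the end of the chromosome. The library covers residues 440 to 693 of Rap1 and was carried on a plasmid in yeast cells that lack the genomic *rap1* gene. Per the labels, cells were grown in Edinburgh minimal medium (EMM, a defined medium) at 32 °C, arrested without nitrogen for 48 h at 25 °C and returned to growth, and this made 1 round. The samples comprise 1 library of plasmid DNA from the *Escherichia coli* strain TOP10 before transformation, 1 yeast library after recovery from transformation (round 0) and 3 replicate time courses (A, B and C) sampled at rounds 1 to 5, 17 libraries in all. Groups and replicate letters were taken from the labels.

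Per the labels' protocols, the mutated region was amplified in 18 cycles of PCR from 100 ng of yeast DNA or 93 pg of plasmid DNA and sequenced on an Illumina instrument. No molecular identifiers are mentioned, so PCR copies cannot be told from separate molecules, and the intervals below cover counting error only. The deposited values are raw counts per position of the amplicon: the number of reads, of each of the 4 bases, of undetermined bases, of deletions and of insertions, per the file headers. The aligner, the counting tool and any quality filter are not stated. At every position of every library, the counts of bases, undetermined bases and deletions summed to the number of reads, and the count of the reference base equalled the count of matches. The counts carry no link between positions, so which substitutions shared a molecule is unknown. A substitution at high frequency in few founding molecules can rise or fall with others on the same molecule, and this could move single sites in all replicates alike, because the replicates share round 0.

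The reference sequence of the amplicon (877 positions, counted from 1 at the 5′ end of the forward primer) was matched to the *S. pombe* genome assembly ASM294v3. The start codon of *rap1* lies at positions 74 to 76 (chromosome II, 3098366 to 3098368) and is followed directly by the fragment at positions 77 to 838 (chromosome II, 3099812 to 3100573), which holds 254 codons of coding exon 3 of 3 of *rap1* (chromosome II, 3098963 to 3100576). The stop codon follows at positions 839 to 841 and carries the difference A840G from the assembly. The 5′ flank (positions 24 to 73) and the 3′ flank (positions 842 to 857) were not mutagenised and gave the error background. Residue numbers computed from the annotated coding sequence equalled the numbering in the labels.

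The non-native frequency of a position was the count of the 3 other bases divided by the count of all 4 bases. Each of the 2286 possible single-base substitutions was classed from the reading frame as synonymous (488), missense (1678) or nonsense (120). For codons, the counts of single-base missense substitutions were summed and set against the mean coverage of the codon. Substitutions that need more than 1 base change cannot be read from counts per position. Class medians used substitutions with at least 10 counts in round 0 (2168), with a pseudocount of 0.5.

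Changes at positions and codons were tested with the quasi-likelihood test of edgeR 4.0.16 (R 4.3.3), with the logarithm of the coverage as offset and a minimum mean of 10 non-native counts, two-sided, with Benjamini-Hochberg adjusted p-values and a threshold of 0.05. Round 5 was compared with round 0 in a fit of all 16 yeast libraries with round as a factor, because round 0 has 1 library and its spread had to be taken from the other rounds. Round 5 was compared with round 1 in a fit of the 6 libraries of these rounds. All 762 positions and 254 codons passed the minimum. The SE given with a fitted change is its absolute value divided by the square root of the test's F statistic. It stands in for a standard error from the fit and is approximate. Class differences were tested by permuting class labels over substitutions (100000 resamples, two-sided), and segment differences by shifting the segment around the fragment to all 254 places. The segments, residues 457 to 512 (Poz1 binding) and 639 to 693 (the C-terminal domain, to which Taz1 binding is assigned), come from general knowledge of the protein and not from the deposited data. Intervals for frequencies of round 0 are 95% Wilson intervals. Other tools were DESeq2 1.42.0, limma 3.58.1, Python 3.11.15, scipy 1.17.1 and matplotlib 3.10.9.

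On simulated counts drawn at the means and coverages of these libraries, the test of round 5 against round 0 recovered 93% of 200 changed positions, with 15 calls among 562 unchanged positions, and 98.3% of 60 changed codons, with 2 calls among 194 unchanged codons. The test of round 5 against round 1 recovered 100% of 200 positions, with 5 calls among 562, and 100% of 60 codons. The smallest simulated change was 0.5 (log2, up or down). At that size the test from round 0 recovered 87% of positions and 96.7% of codons. Smaller changes were not simulated, so recovery of them is unknown. Many calls are smaller: the median of the higher positions from round 1 was 0.15.

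The sites named in the text follow a rule set before the data were examined, as were the segments, the tests and the alternatives except where stated. They are the 5 positions and 5 codons with the most negative fitted change, and the 5 and 5 with the most positive, between rounds 0 and 5, among those past the threshold and changed in that direction in all 3 replicates. Only 2 codons met the rule for higher frequency. The alternatives were another scaling (TMM-normalized library size in place of coverage, or centring on synonymous substitutions), another tool (DESeq2), other count minimums, subtraction of the error background, other sets of rounds, a slope over rounds 1 to 5 tested with limma, a replicate block, and leaving out each replicate. Replacing round 0 by the plasmid library, summing replicates B and C of round 5, combining centring with the block, and selecting substitutions by their plasmid count were chosen after seeing the data.

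The labels describe the letters as biological replicates of the time course, so libraries with the same letter were taken to come from the same culture and the letters to pair rounds 1 and 5. The correlations of deviations from the round means across positions were 0.018, 0.028 and 0.021 for libraries with the same letter and between -0.019 and -0.003 for libraries with different letters. Replicate libraries of a round were also compared by a chi-square test of non-native counts over positions. Replicates B and C of round 5 differed by no more than sampling noise (chi-square per degree of freedom 1.00, p = 0.466), while A differed from B (1.27) and from C (1.26). Their coverage profiles differed beyond sampling noise (chi-square per degree of freedom 14.2, p = 1.7e-18), which argues against the same library deposited again, so they were kept as separate replicates and counted as 1 sample in an alternative.

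Depth over the fragment ranged from 36143395 base counts in round 0 to 101583136 in replicate C of round 2, with a median coverage per position of 50504.5 to 141110 and a median of 344 to 796 non-native counts per position. Coverage was lowest near the ends of the fragment, down to 10139 in round 0. Deletions and insertions were left out of the tests of positions, codons, classes and segments because their length and reading frame are not recorded in counts per position. Their frequencies per position were computed separately for the fragment and the flanks.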

Results

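Base frequencies at each position of the *rap1* fragment (residues 440 to 693, chromosome II 3099812 to 3100573, coding exon 3 of 3) were measured by amplicon sequencing in 17 libraries. They comprised 1 plasmid library from *E. coli*, 1 yeast library at round 0 and 3 replicates (A, B, C) at each of rounds 1 to 5. Each round consisted of growth, arrest without nitrogen for 48 h and regrowth, in cells that lack the genomic *rap1* gene. The study's aim was to find amino acid positions that matter for the protection of chromosome ends. Base counts summed over the fragment were 67255632 for the plasmid library, 36143395 for round 0 and at most 101583136, in replicate C of round 2. The median coverage per position was 94430.5 in the plasmid library and 50504.5 in round 0. It averaged 102637 ± 10860 at round 1, 94444 ± 40456 at round 2, 100963 ± 5469 at round 3, 97287 ± 5540 at round 4 and 100192 ± 17236.5 at round 5 (SD, n = 3 each). Round 0 was the shallowest library and has no replicate, so changes measured from it carry its counting error in all 3 replicates.

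The library before selection was described first. The mean non-native frequency over the fragment was 0.790% in the plasmid library and 0.795% in round 0. In the unmutated flanks, the background of PCR and sequencing error, the median non-native frequency was between 0.0327% and 0.0423% across the 17 libraries. Summed over positions, round 0 carried 6.06 non-native bases per fragment, of which 1.48 were synonymous, 4.21 missense and 0.366 nonsense. The substitutions were unevenly spread over types. Transitions made up 52.5% of the non-native bases in the plasmid library, A-to-T and T-to-A changes 25.0%, and A-to-C and T-to-G changes 3.15%.

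Passage from bacteria into yeast was assessed by comparing the plasmid library with round 0. Non-native frequencies correlated across the 762 positions, which are not independent replicates, with a Pearson r of 0.987 and a Spearman rho of 0.977. The median log2 ratio of round 0 over plasmid was 0.02, and the 5th to 95th percentiles ran from -0.19 to 0.20. The chi-square per degree of freedom was 1.25, so the libraries differed by somewhat more than counting error. On log2 frequencies Pearson's r was 0.979. With 1 library each, this comparison has no replicate check.

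Selection was then followed by class of substitution, with stop codons as the built-in reference for loss of the protein's end. The median nonsense substitution changed from round 0 by -0.86 ± 0.10 (log2, mean ± SD, n = 3) at round 1, -1.95 ± 0.19 at round 2, -3.27 ± 0.07 at round 3, -3.76 ± 0.08 at round 4 and -4.07 ± 0.11 at round 5. At round 5 the median nonsense substitution was at 5.97% of its frequency in round 0, a 16.7-fold lower value. The median synonymous substitution changed by -0.01 ± 0.01 at round 5 and the median missense substitution by -0.10 ± 0.01.

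**Figure D1:**
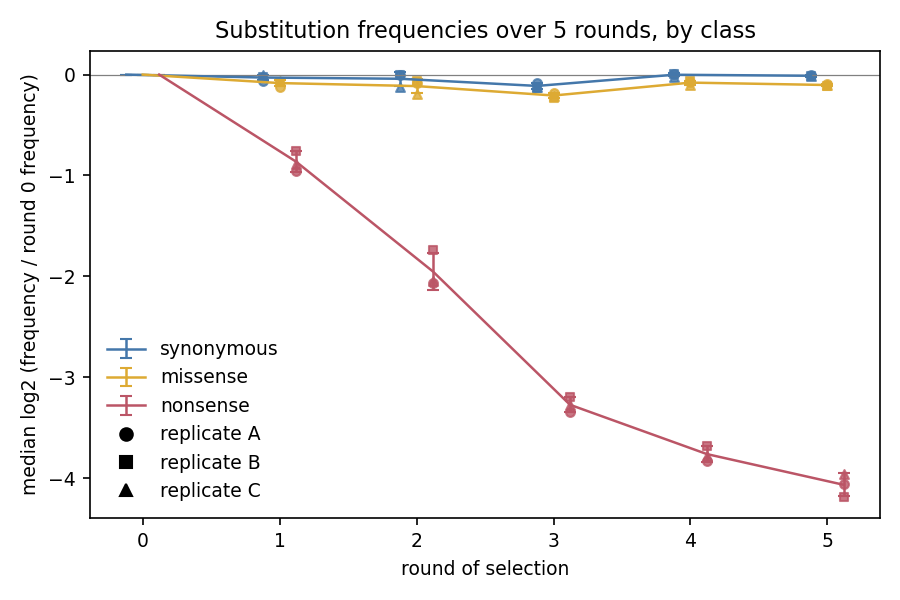
Median log2 change in frequency from round 0 (y axis) against the round of selection (x axis) for synonymous, missense and nonsense substitutions. Symbols are the replicates A, B and C, lines and bars are their mean ± SD (n = 3), and nonsense substitutions reach -4.07 at round 5 while the means of the other classes lie between -0.21 at round 3 (missense) and -0.0016 at round 4 (synonymous).

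Against synonymous substitutions (471), nonsense substitutions (117) had changed by -4.05 ± 0.11 at round 5 (n = 3 replicates, lower in 3 of 3) and missense substitutions (1580) by -0.09 ± 0.0014 (lower in 3 of 3). A permutation test over substitutions gave p = 1e-05 for both differences, the smallest value that 100000 resamples can give, and the value is the same after Benjamini-Hochberg adjustment over these 2 tests. Taken as the ratio of summed frequencies, the differences were -3.14 and -0.18.

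The mean non-native frequency of the fragment was 0.738 ± 0.0183% at round 1, 0.701 ± 0.0338% at round 2, 0.643 ± 0.0107% at round 3, 0.702 ± 0.0113% at round 4 and 0.688 ± 0.00651% at round 5 (SD, n = 3). The slope over rounds 1 to 5 was -0.00991 ± 0.00427 percentage points per round (SD, n = 3) and negative in 3 of 3 replicates. An exact sign-flip test of 3 slopes cannot give a p below 0.25. With round 0 included, the slope was -0.0200 percentage points per round. The course was not monotonic: all 3 libraries of round 3 lay below those of rounds 4 and 5, and the median synonymous substitution was also lower at round 3, by -0.11 ± 0.03 (log2).

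Positions were tested for a change in non-native frequency between rounds 0 and 5. Of 762 positions, 219 passed an adjusted p of 0.05 in edgeR's quasi-likelihood test, 207 of them lower and 12 higher in round 5, with fitted log2 changes from -4.50 to 0.68 over all positions. The number of higher positions moved with the fit: it was 9, 5 and 13 without replicates A, B and C, and 7 with DESeq2. The split also depended on the scaling. With the TMM-normalized library size in place of coverage, the median over all positions moved up by 0.12 (log2). Then 272 positions passed, 176 lower and 96 higher. That library size is built from the total of non-native counts, so it can scale away a fall in mean non-native frequency. A decrease was called at 40.2% of positions at the first base of a codon, 33.5% at the second and 7.87% at the third. It was called at 87 of the 97 positions where a single-base change can give a stop codon (89.7%) and at 120 of the other 665 (18.0%).

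The named positions with lower frequency were all in the codons of the C-terminal domain. Position 750 (chromosome II, 3100485; codon 664) had the most negative change, -4.50 (SE 0.22, adjusted p = 4.5e-16), from 0.880% in round 0 (95% interval 0.790 to 0.981%) to 0.0368 ± 0.0196% in round 5 (SD, n = 3). Its replicates spread more than those of the other named positions, with -5.86 in A, -4.26 in B and -4.11 in C, and its round 5 mean lies within the range of the flank background. Position 735 (3100470; codon 659) changed by -4.06 and also ended within that range, at 0.0371 ± 0.00356%. With the background subtracted, the changes were -6.92 at position 750 and -11.88 at position 735, so the order of these positions is not determined. Position 744 (3100479; codon 662) changed by -4.05, position 713 (3100448; codon 652) by -3.94 and position 768 (3100503; codon 670) by -3.65, and the adjusted p of these 4 positions lay between 7.3e-19 and 4.2e-15. With the background subtracted, positions 744, 713 and 768 changed by -4.61, -6.40 and -5.30, so their order is not determined either. Positions 750 and 735 can give stop codons, and the other 3 cannot.

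The named positions with higher frequency changed far less. Position 754 (3100489; codon 665) rose by 0.41, position 97 (3099832; codon 446) by 0.38, position 759 (3100494; codon 667) by 0.38, position 282 (3100017; codon 508) by 0.37 and position 157 (3099892; codon 466) by 0.35 (log2, adjusted p between 0.0014 and 0.035). In 4 of these 5, round 0 lay below the plasmid library. Measured from the plasmid library, the rises at positions 754, 759, 282 and 157 were 0.14, 0.17, 0.15 and 0.13 and did not pass the threshold. Positions 759 and 157 also fell short of it without replicate B.

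Codons were compared by the summed frequency of their single-base missense substitutions. Of 254 codons, 66 passed the threshold between rounds 0 and 5 in the edgeR test, 64 lower and 2 higher, and 19 had changed by less than -1 (log2). The alternative that moved this count most was the slope over rounds 1 to 5, with 96 codons, 64 lower and 32 higher. With the TMM-normalized library size, 54 were lower and 33 higher.

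The codon with the most negative fitted change was D652 (GAT; chromosome II, 3100448 to 3100450). Its missense frequency fell from 1.50% in round 0 (95% interval 1.39 to 1.61%) to 0.118 ± 0.0084% in round 5 (SD, n = 3), a fitted log2 change of -3.66 (SE 0.12, adjusted p = 5.1e-18). I655 (3100457 to 3100459) changed by -3.62 (SE 0.14), from 1.32% to 0.106 ± 0.0133%, so the order of these codons is not determined. F503 (3100001 to 3100003) changed by -3.19 (SE 0.09), from 2.69% to 0.293 ± 0.0166%. L670 (3100502 to 3100504) changed by -2.74 (SE 0.14) and T662 (3100478 to 3100480) by -2.35 (SE 0.09). With the error background subtracted, D652 changed by -6.76, I655 by -6.32, F503 by -3.78, L670 by -3.39 and T662 by -2.56. The background thus limits how far D652 and I655 can be seen to fall. All 5 were lower in 3 of 3 replicates and passed the threshold from round 1 as well, with changes from -1.75 to -2.98. Within T662, T662I changed by -4.05 ± 0.11 and T662S (the change at the first base of the codon) by -0.32 ± 0.18 (SD, n = 3), a pair chosen after the values were seen.

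Both codons with higher missense frequency changed by less than 0.4. E446 (3099830 to 3099832) rose from 1.37% (95% interval 1.25 to 1.50%) to 1.73 ± 0.0111%, a log2 change of 0.33 (SE 0.08, adjusted p = 0.0033), but its change from round 1 was 0.09 and did not pass the threshold (adjusted p = 0.109). Q667 (3100493 to 3100495) rose from 1.57% to 1.90 ± 0.0187%, a change of 0.28 (SE 0.09, adjusted p = 0.028), and by 0.17 from round 1 (adjusted p = 0.0032). Measured from the plasmid library, or without replicate B, Q667 did not pass.

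**Figure D2:**
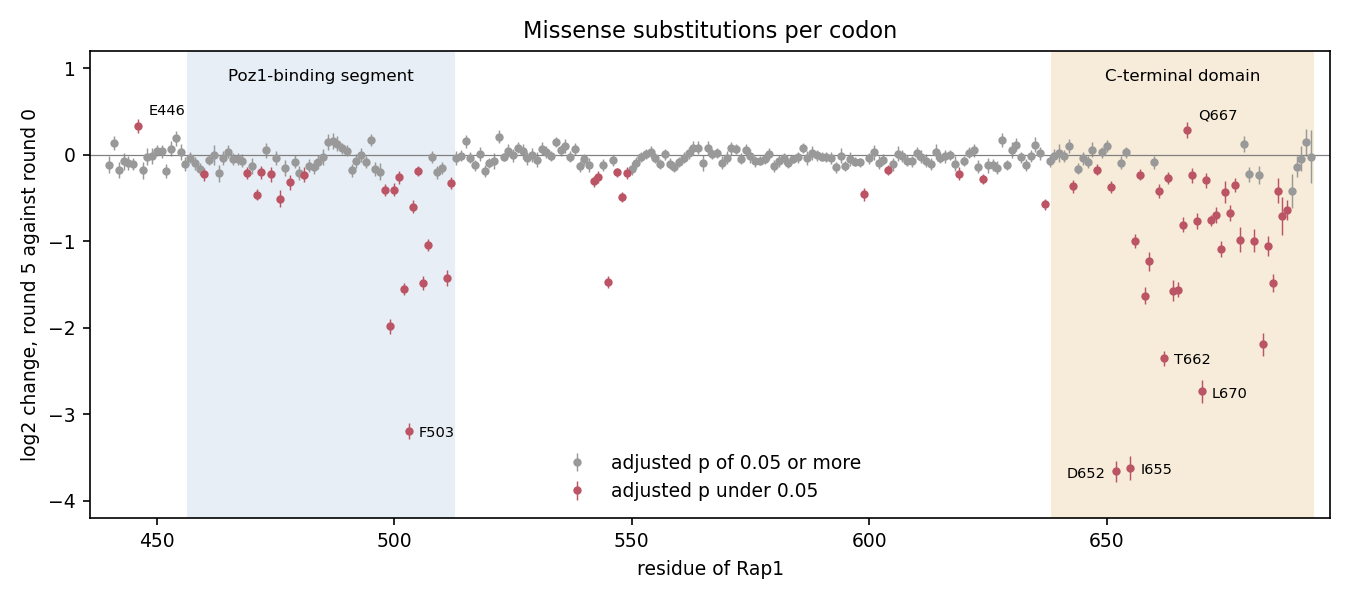
Fitted log2 change in missense frequency between rounds 0 and 5 (y axis, bars are ± SE) for the 254 codons by residue number (x axis). Red codons passed an adjusted p of 0.05, shaded spans are the Poz1-binding segment and the C-terminal domain, and the decreased codons gather at residues 498 to 507 and 648 to 688.

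The comparison of rounds 5 and 1 has 3 libraries at each end. It called 257 positions, 212 lower and 45 higher, and 91 codons, 72 lower and 19 higher. The numbers of higher calls moved with the scaling and with the fit. The TMM-normalized library size gave 134 higher and 191 lower positions and 34 higher and 58 lower codons. With rounds 1 to 5 in a joint fit, 22 positions were higher and 198 lower, and 6 codons higher and 63 lower. DESeq2 gave 13 higher and 184 lower positions and 10 higher and 65 lower codons. With the replicate letter as a block, 10 codons were higher and 66 lower. Without replicate A, 17 positions were higher and 233 lower, and 11 codons higher and 82 lower. Without replicate C, 54 codons passed, 45 lower and 9 higher.

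Replicates gave similar profiles of change between rounds 1 and 5, for which they share no library. Across the 762 positions, Pearson's r was 0.955 for A and B, 0.952 for A and C and 0.968 for B and C, and Spearman's rho was 0.694, 0.708 and 0.731. These correlations are across positions, which are not independent replicates. On codon sums the mean Pearson r was 0.977.

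To ask where in the fragment missense changes were depleted, codons were compared by segment. In the C-terminal domain (residues 639 to 693, chromosome II 3100409 to 3100573), 33 of 55 codons were lower (60%), and the median codon change lay below that of the other codons by -0.29 ± 0.02 (log2, SD, n = 3). Shifting the segment to all 254 places gave a two-sided exact p of 0.0394. After Benjamini-Hochberg adjustment over both segments it was 0.0787, which does not pass 0.05. Places shifted by a few codons share most of the segment's codons and give similar differences. This overlap holds the p up, so a failure to pass is weak evidence against a difference. Measured from round 1 of the same replicate (replicate block), the difference was -0.17 and its adjusted p 0.0472, which passes. Over all alternatives the adjusted p lay between 0.0472 and 0.0866. With means in place of medians the difference was -0.54. In the Poz1-binding segment (residues 457 to 512, 3099863 to 3100030), 20 of 56 codons were lower (35.7%). The difference of medians was -0.08 ± 0.0024 (exact shift p = 0.185). Its other codons include the C-terminal domain, and some shifts lie over that domain, so this test also has little power. Of the remaining 143 codons, 11 were lower (7.69%).

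The decreased codons were joined into clusters along the sequence. No comparison with random placement was made, so the share in clusters does not by itself show grouping. With gaps of at most 3 residues, 57 of the 64 fell in 5 clusters, at residues 469 to 481 (7 codons, the lowest at -0.51), 498 to 507 (10 codons, -3.19), 511 to 512 (2 codons, -1.43), 542 to 549 (6 codons, -1.47) and 648 to 688 (32 codons, -3.66). The cluster at 542 to 549 (3100118 to 3100141) lies outside both segments. Its lowest codon, F545, was chosen after its values were seen.

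Nonsense substitutions were not equally depleted along the fragment. The 9 with at least 10 counts in round 0 that lie at residues 441 to 456 changed by between -1.26 and -0.27 (log2, means of 3 replicates), with a median of -0.79. The 6 in the 20 codons after residue 460 changed by between -4.81 and -3.57. At the other end, Q691stop changed by -0.08 ± 0.13 and K690stop by -0.84 ± 0.04 (SD, n = 3). Of the 103 between residue 460 and the last 10 codons, 5 stayed above -2, each with 29 or fewer counts in round 0, where the error background limits how far a substitution can be seen to fall. The background does not account for all of them. With it subtracted, L614stop (T600G, 29 counts) went from -1.19 to -2.05 only. Y661stop (C742A, 24 counts) went from -2.82 to -6.19. These sites were chosen after their values were seen.

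**Figure D3:**
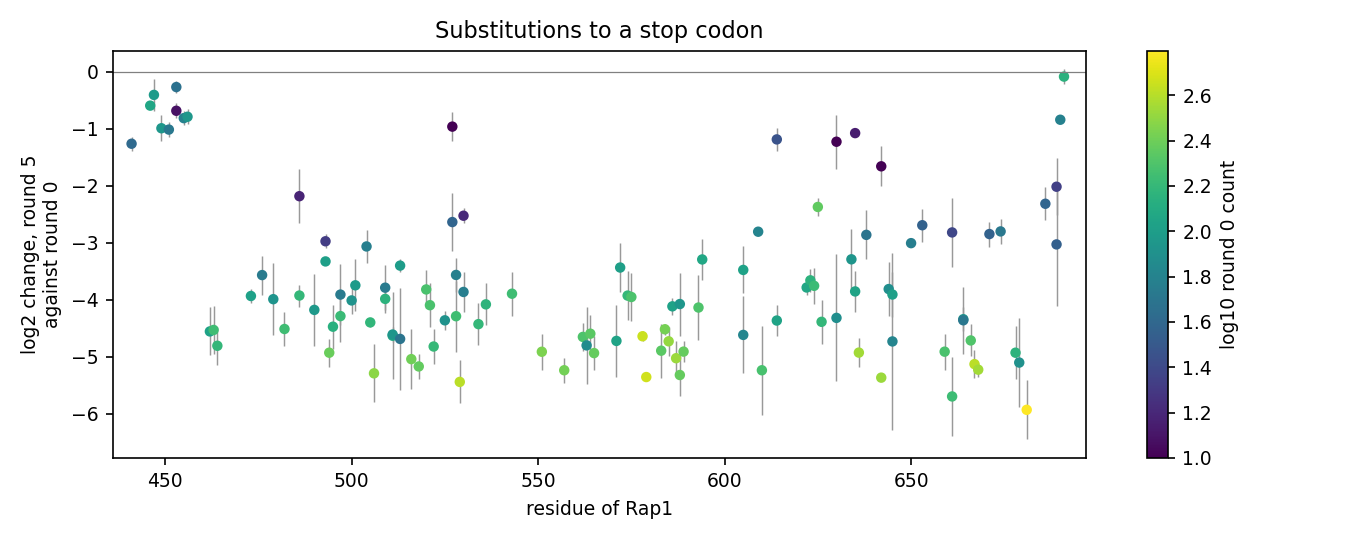
Log2 change in frequency between rounds 0 and 5 (y axis, mean ± SD of 3 replicates) of the 117 substitutions to a stop codon with at least 10 counts in round 0, by residue (x axis), coloured by the log10 of their count in round 0. The 9 at residues 441 to 456 and the last at residue 691 lie at -1.26 or higher, and the median of the 103 between residue 460 and the last 10 codons is -4.29.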

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

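Deletions and insertions are recorded beside the base counts and were not used in the tests of positions, codons, classes and segments. Both fell in frequency over the rounds. The tests of error and of a library-wide loss given here were chosen only after these changes were seen.

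Deleted bases in the fragment fell from a mean of 0.0216% per position in round 0 to 0.00256 ± 0.000103% in round 5 (SD, n = 3), a log2 change of -3.08 ± 0.06, or 8.44-fold. In the unmutated flanks, deletions come from PCR, sequencing or alignment error. Their change there was -0.67 ± 0.36, so error alone is excluded as the whole cause. At round 5 the flanks stood at 0.00330 ± 0.00083%, above the fragment. Part or all of the deletions left in the fragment may thus be error, and the true fall may be larger. A loss of mutated molecules in general would also lower synonymous substitutions, whose median changed by -0.0116 (log2). These values leave selection against the encoded proteins as a hypothesis. A deletion of 1 base shifts the reading frame and may act like a stop codon. The lengths of the deletions were not used here.

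Insertions in the fragment changed by -2.24 ± 0.20 (log2, SD, n = 3), or 4.71-fold. Flank insertions changed by -1.50 ± 1.21, from 4 counts in round 0, too few for a comparison of these rounds alone. Over the 16 yeast libraries, the 92 flank insertions did not follow the frequency in the fragment (exact multinomial test estimated from 100000 random draws, two-sided, p = 0.0003, and from 6e-05 to 0.0102 when each library of rounds 1 to 5 was left out in turn). The flank means of rounds 1 to 5 were 0.000517%, 0.00066%, 0.000379%, 0.000618% and 0.000271%, against 0.000623% at round 0, and in the fragment the mean fell from 0.00307% at round 0 to 0.000657% at round 5. Error alone is thus excluded as the whole cause, with the reservation that counts without molecular identifiers may be less independent than the test assumes. The synonymous median of -0.0116 argues against a general loss, as for deletions. Selection against shifted reading frames stays open as a hypothesis.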

How the results depend on the processing

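Of 93 values of the main comparisons recomputed under alternatives, 85 kept their direction and side of the threshold, stayed within the replicate SD, or kept their count within 1.5 times. These 85 include fits of positions and codons without the count filter, which removed no site and so test nothing. They also include a correlation over the same positions. Counts were judged by their total only, so the split into lower and higher calls could move unseen. The other 8 changed, and no direction was reversed: 7 moved, and 1 came to pass the threshold.

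As ratios of summed frequencies, the class differences from synonymous substitutions became -3.14 for nonsense and -0.18 for missense. With at least 100 counts in round 0, the differences of medians were -4.51 and -0.06. The slope of the mean non-native frequency became -0.0160 percentage points per round on first and second codon positions and -0.0200 with round 0 included. The first of these leaves out the positions where most changes are synonymous. The correlation of plasmid and round 0 became 0.979 on log2 frequencies, and that of replicates 0.977 on codon sums. The cause was not tested for these correlations or for the sums.

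Leaving out each replicate in turn gave 196 to 211 positions (219 with all) and 51 to 74 codons (66) between rounds 0 and 5, and 209 to 250 positions (257) and 54 to 93 codons (91) between rounds 1 and 5. The fit with 54 codons was the one without replicate C, and 53 of these were among the 91. Fewer samples alone can lower such a count.

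The scaling moved the share of higher calls. The TMM-normalized library size ignores the coverage of single positions. It is built from the total of non-native or missense counts, so it can scale away a fall in mutation load. The mean non-native frequency fell from 0.795% in round 0 to 0.688% in round 5. With this library size, the median log2 change over positions between rounds 0 and 5 went from -0.09 to 0.03. Higher calls went from 5.48% to 35.3% of positions and from 3.03% to 37.9% of codons. Between rounds 1 and 5 they went from 17.5% to 41.2% of positions and from 20.9% to 37.0% of codons. Without a change of scaling, a joint fit of rounds 1 to 5 lowered them from 45 to 22 positions and from 19 to 6 codons. Between rounds 0 and 5, higher calls were 9, 5 and 13 positions without replicates A, B and C, against 12 with all. For codons they were 3, 1 and 6, against 2. Centring on synonymous substitutions, another scaling, left 16 of 236 positions and 9 of 85 codons higher between rounds 0 and 5. With coverage as the scale, the median synonymous substitution changed by -0.01, so the added higher calls under TMM are weak evidence of a rise. The number of higher sites is therefore not settled by these data. The lower named sites passed under every alternative run for them.

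Of 221 values of the 17 named sites under alternatives, 212 stayed on their side of the threshold and 9 no longer passed it, all 9 at sites with higher frequency. Measured from the plasmid library, positions 754, 759, 282 and 157 and codon Q667 no longer passed. Without replicate B, positions 759 and 157 and Q667 no longer passed. Over rounds 1 to 5 alone, the rise at position 754 was 0.09 and did not pass. Position 97 and E446 passed in all of theirs. The filter at 10 counts removed no site, so setting it aside tests nothing.

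With the replicate letter as a block, 251 positions and 76 codons passed between rounds 1 and 5, of which 247 and 75 were among the calls without the block. With round 1 of the same replicate as the start (replicate block), the class differences were -3.17 for nonsense and -0.06 for missense, and the segment differences -0.05 for the Poz1-binding segment and -0.17 for the C-terminal domain. The last of these passed the threshold after adjustment over both segments (adjusted p = 0.0472, range over the alternatives 0.0472 to 0.0866), which it did not with round 0 as the start; the cause was not tested. With the block, higher codons between rounds 1 and 5 went from 19 to 10 and lower codons from 72 to 66. No call of a named codon changed. Combined with synonymous centring, it gave 290 positions and 105 codons. With replicates B and C of round 5 counted as 1 sample, 211 positions and 58 codons passed from round 0, and 239 and 78 from round 1. These last alternatives, and the plasmid library as the start, were chosen after seeing the data.

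The 6 libraries of rounds 1 and 5 can be split into 2 groups of 3 in 10 ways. Only 1 of the 10, the real one, gave as many positions, and 1 of the 10 gave as many codons, in the same split. A share below 0.1 cannot be reached with this design, so these splits cannot exclude chance at 0.05. Of the 4 splits that place the libraries of each letter in different groups, as the real one does, 1 gave as many of each. The other 3 mix libraries of both rounds in each group.

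Depth limits 2 results. Round 0 has the lowest coverage and no replicate, so its counting error is shared by all changes measured from it. Substitutions with few counts in round 0 lie near the error background and cannot be seen to fall far: with the background subtracted, the nonsense difference was -6.51 in place of -4.05, and with at least 100 counts in round 0 it was -4.51.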

Other observations

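The tests of the error background and of low counts at stop codons, of an end effect of the amplicon, of native sequence mixed into libraries, of coverage shape, of a rise wholly due to round 0, and of positions chosen without a replicate were chosen only after the results they concern were seen.

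Stop codons near the start of the fragment were far less depleted than later ones, with a sharp boundary. The 9 nonsense substitutions at residues 441 to 456 had a median log2 change of -0.79, against -4.29 for the 103 from residue 462 to the last 10 codons (difference 3.50, permutation p = 1e-05, the smallest value 100000 resamples can give). The first methionine codon of the fragment after its start codon is at residue 460, between the groups, and the next is at residue 577. The error background cannot produce this difference, which grew to 6.04 when the background was subtracted. An effect of lying near the end of the amplicon would also reach the next codons, but the 6 substitutions in the 20 codons after residue 460 had a median of -4.26, and none of them overlapped the earlier ones. A candidate explanation is that translation can start at the methionine of residue 460 and give a shorter protein that lacks residues 457 to 459 of the Poz1-binding segment but holds the rest of it and the C-terminal domain. This predicts that deletions, most of which should shift the frame, are also spared before residue 460, and the test of it was chosen before the deletions were split by place. Deleted bases at the 60 positions before residue 460 changed by -0.92 ± 0.08 and those at the 669 positions after it, without the last 10 codons, by -3.47 ± 0.09 (log2, SD, n = 3), a difference of 2.55 ± 0.08 with the same sign in 3 of 3 replicates. With the last 10 codons included it was 2.58 ± 0.08. Error limits how far the later deletions can be seen to fall, as stated above for the fragment. The prediction held. The deletions lie in the same libraries and region as the spared stop codons, so they do not single out this methionine as the start. The protein itself was not measured, so a start of translation there remains a hypothesis.

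In the last 10 codons, 5 nonsense substitutions had a median change of -2.02, against -4.09 for the 112 others (difference 2.07, permutation p = 0.0189). Substitutions with few counts in round 0 cannot be seen to fall far, and the counts of these 5 were 22 to 140. Each was therefore set against the 10 interior nonsense substitutions nearest to it in round 0 count. The difference then was 0.569 (permutation p = 0.0945), and 3.67 with the error background subtracted (permutation p = 0.0003). Against all 47 interior ones within the same range of counts, the difference was 1.85 (permutation p = 0.00095). It was 4.78 with the background subtracted (permutation p = 0.00087). The subtracted values argue against low counts as the whole cause for the group. Without subtraction, the comparison with those nearest in count cannot decide this, because the background limits the fall of the interior ones. Without subtraction, K686stop (-2.32) and the base changes of S689stop (-2.02 and -3.03) lay near interior ones of similar count. With the background subtracted they changed by -2.73, -2.49 and -4.18. Interior ones with 24 to 38 counts then lay at -5.77 (S527stop), -6.66 (E653stop), -6.19 (Y661stop), -5.65 (E671stop) and -2.05 (L614stop). K690stop (-0.84) and Q691stop (-0.08) lay above theirs by 2.84 and 4.31. Q691stop stood at 1.18% in round 0, far above the background of 0.0118% per substitution, and changed by -0.0874 with the background subtracted, so the error background does not account for that value. K690stop changed by -0.88 with the background subtracted. Whether residues near the end are dispensable in this selection stays open. The values of K690stop and Q691stop might reflect that or something particular to these substitutions.

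Missense substitutions to proline were compared with other missense substitutions of the same codon, to separate the amino acid from the site. In the last 55 codons, proline lay lower by a mean log2 difference of -1.11 ± 1.02 (SD over 20 codons, lower in 15; sign-flip permutation p = 0.00021, 0.00035 after Benjamini-Hochberg adjustment over 5 tests). Compared at the same base of the codon, the difference was -1.41 ± 1.40 over 20 bases (adjusted p = 0.00035), so neither a difference between codons nor the base position explains it. In the other 58 codons the same-codon difference was -0.07 ± 0.66 (sign-flip permutation p = 0.442). The difference between the parts of the fragment, -1.04, gave a permutation p of 4e-05 (adjusted 0.0002), which excludes an effect of proline alike in the whole fragment. The pattern is consistent with a folded, helical C-terminal domain and a flexible part before it, as a hypothesis. These codons share the same libraries and are not independent replicates.

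The tests called few substitutions that leave the protein unchanged. Of 477 synonymous substitutions tested singly, 24 passed the threshold between rounds 0 and 5 (5.03%; 15 lower and 9 higher), against 275 of 1648 missense (16.7%) and 108 of 114 nonsense substitutions (94.7%). The difference of 11.7 percentage points between missense and synonymous gave a permutation p of 1e-05, the smallest value the resamples can give. Calls made without any effect on the protein therefore do not account for the missense calls as a whole, but the synonymous share shows how many single calls could come from shared counting error of round 0 or from linked substitutions.

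The 12 positions with higher frequency in round 5 were examined against the plasmid library. At these positions round 0 lay below the plasmid library by a median log2 of -0.17 and round 5 above it by 0.15. The positions were chosen for a high ratio of round 5 to round 0, which favours both signs, so these values do not show how much of the rise of 0.31 comes from sampling error of round 0. Positions were therefore also chosen without 1 replicate and read in round 5 of that replicate. They lay above the plasmid library by 0.17 for replicate A (9 positions), 0.15 for B (5) and 0.15 for C (13), where the 95% ranges of 10000 random draws of as many positions were -0.13 to 0.11, -0.18 to 0.11 and -0.11 to 0.06. Counting error of round 0 and of the replicates used for the choice is thus excluded as the whole cause. A difference from the plasmid library that arose before the replicates were parted is not excluded. With the plasmid library as the start, 3 of the 12 passed the threshold, and from round 1, 7 did. Of the 12, 8 are at the third base of a codon, where most changes are synonymous. No biological explanation of the rise was tested.

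Synonymous frequencies were lower than in round 0 in part of the libraries. The median log2 change was -0.06 in replicate A of round 1, -0.12 in replicate C of round 2 and -0.08, -0.14 and -0.12 in replicates A, B and C of round 3, and between -0.02 and 0.01 in the other 10 libraries of rounds 1 to 5. Over the 15 libraries of rounds 1 to 5, this shift correlated with the ratio of coverage in the flanks to coverage in the middle of the fragment, with a Pearson r of -0.80 (permutation p = 0.00048, adjusted 0.0019 over 4 tests) and a Spearman rho of -0.66 (p = 0.0088, adjusted 0.012). Without the 2 libraries farthest from the median, r was -0.70 (p = 0.0065, adjusted 0.012), and within rounds it was -0.54 (exact permutation p = 0.0385 over 7776 permutations, adjusted 0.0385). The shift may thus have a source in library preparation. Native sequence mixed into a library would lower all parts of the fragment alike, but the shift of round 3 against round 4 ranged from -0.08 to -0.19 over 10 equal parts of the fragment (permutation p = 0.00877), which argues against it as the whole cause. The shift was largest at residues 669 to 693 (-0.19), 466 to 490 (-0.18) and 644 to 668 (-0.15), so comparisons of the Poz1-binding segment and of the C-terminal domain in the libraries that carry it could be moved by it.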
